A study of Mus musculus with 95 samples.

How the data were processed

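RNA was sequenced from 14 libraries of 7 genotypes by a modified SMART-seq2 protocol on poly-A RNA, per the labels' protocols. The authors deposited raw counts per gene symbol, whole numbers with no normalization. The aligner, counter, build and annotation are not given in the sources used here. The authors' deposited tables of 6 comparisons hold log2 fold changes and adjusted p-values, and their 42 columns of values per group were not used. In the deposited peak lists, column 7 is the fold enrichment (a ratio) of each peak, and columns 8 and 9 are −log10 p and −log10 q. Every deposited peak has a −log10 p of at least 10, and peak numbers skip in 80 of 80 lists, so the deposited lists hold part of longer lists. Peak names in the files begin as MACS writes them, 1 list per library. Histone ChIP used added Drosophila chromatin per the labels' protocols, but the peak lists carry no scaling by it. Chromatin for Pcgf1 had an additional EGS crosslink, per the labels' protocols. The ChIP input sample was not used here.

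The build of the peak coordinates was inferred. Of 1189711 peaks 1 ended past a chromosome end of NCBIM37, on the mitochondrial chromosome, and 45.4% of wild-type H3K4me3 peaks lay within 1 kb of a protein-coding start of GENCODE vM1, against 10.3% after starts were shifted by 100 kb. Coordinates are therefore given as NCBIM37.

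Counts were tested with edgeR 4.0.16 (TMM scaling, filterByExpr by genotype, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, with all genotypes in 1 fit and 6 residual degrees of freedom, where the design had assumed 7 before the wild-type libraries were summed. CPM are scaled with TMM factors. The 2 wild-type libraries were summed after the check of replicates and entered as 1 sample, which the fit assumes to vary like the other groups. Chosen after seeing the data were that choice, the alternative with them kept apart, the checks of replicates and build, the comparison with the authors' tables, the peak lists shifted by 100 kb, the counts of list genes with a peak near a start, the genes drawn per library and 4 tests of explanations. The other comparisons, gene lists, naming rule and alternatives were fixed before the data were examined. On simulated counts with 200 changed genes among 15464, between 52% (Pcgf1/2/4) and 60% (Pcgf3/5 and Pcgf6) of 2-fold changes and at least 96% of 4-fold changes were recovered. False calls were between 2.58% (Pcgf2/4) and 11.4% (Pcgf1) of calls, and above 5% also for Pcgf3/5 (10.6%) and Pcgf3/5/6 (6.06%), so adjusted p-values near the threshold are less certain than they state. The simulation gave all groups 1 common spread per gene. Real knockout pairs differed in spread, with a chi-square per gene of 1.19 (Pcgf3/5/6) to 22.8 (Pcgf2/4). The simulated rates therefore do not rank the real comparisons and may be too low for Pcgf2/4. SMART-seq2 reads carry no molecular identifiers, so intervals and floors cover counting error only. The counting is not stated to use strand, so reads of overlapping and antisense genes cannot be told apart.

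16 gene lists (PRC1 and PRC2 subunits, germline and meiosis, Hox, other developmental Polycomb targets, naive pluripotency, formative and primed pluripotency, primitive endoderm, trophoblast, mesoderm, neural, 2-cell-like state, fibroblast, p53 targets, imprinted, Y-linked and housekeeping) were tested in 6 knockouts with limma 3.58.1 camera at a preset correlation of 0.01, adjusted over 96 tests. With an estimated correlation 10 of these tests were called, against 36. Text genes were named by a fixed rule: all Pcgf genes, the 8 largest rises and falls per knockout (4 per nested contrast) with an adjusted p below 0.05, both libraries on the same side of both wild-type libraries and a mean of at least 5 CPM, without predicted gene symbols, and up to 4 called members with the smallest adjusted p per list. Some items that this rule or the ranking of peaks names are not reported here. Overlaps of calls were set beside 20 simulated data sets of unchanged groups sharing the wild type.

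Peak overlaps, Fisher's exact tests of bound genes (14341 tested genes with an annotated start) and exact McNemar tests of motifs were computed in Python, where the design had named bedtools for overlaps. Overlaps of called genes and motifs were adjusted over 12 tests each, and bound genes over 20. Alternatives were DESeq2 1.42.0, its size factors, other filters and thresholds, fits of 2 groups, a replicate block, leaving out each library, stricter peaks (−log10 q of at least 10), coverage of at least 50% of a peak, other windows and other control regions.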

Results

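Mouse E14 embryonic stem cells, grown in serum with leukemia inhibitory factor and inhibitors of GSK3β and MEK1/2, were compared with CRISPR knockout clones of the Pcgf genes. Pcgf proteins are alternative subunits of Polycomb repressive complex 1 (PRC1), whose Ring1a and Ring1b subunits ubiquitinate histone H2A (the H2AK119Ub1 mark). Pcgf4 is also called Bmi1. Poly-A RNA was sequenced from 7 genotypes with 2 libraries each, and chromatin immunoprecipitation (ChIP) gave 80 peak lists. RNA libraries held between 2147968 and 7848161 counts over 23377 gene symbols, of which 15464 were tested. The 2 wild-type libraries differed by less than the sampling noise (chi-square per gene 0.944 over 13204 genes) and were counted as 1 sample. The other pairs ranged from 1.19 in the Pcgf3/5/6 knockout to 22.8 in the Pcgf2/4 knockout. Nothing in the labels says that libraries came from separate cultures, so p-values measure only the spread between these libraries, and each knockout is a single clone in the RNA data, so clone and genotype cannot be separated. Knockout levels are normalised read counts (CPM, read counts scaled to library size with TMM factors), given as mean ± SD with n = 2. Wild-type levels are of 1 sample, and changes are log2 fold changes ± SE with adjusted p from edgeR. List counts adjusted over the list alone are given where they differ from those over all genes, and are otherwise the same.

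The targeted transcripts were examined first. Pcgf1 was at 4.01 ± 1.14 CPM in the Pcgf1 knockout and 0.719 ± 0.261 CPM in the Pcgf1/2/4 knockout, against 63.6 CPM in wild type. Pcgf6 had 0 counts in both Pcgf6 knockout libraries, at least 84.7-fold lower than the 35.3 CPM of wild type with 3 counts per library as the floor. In the Pcgf3/5/6 knockout Pcgf6 stood at 39.6 ± 3.43 CPM (log2 fold change 0.17 ± 0.18, adjusted p = 0.481). Pcgf2 and Bmi1 were at 47.9 ± 9.74 and 13.1 ± 1.35 CPM in the Pcgf2/4 knockout, against 45.9 and 15.2 CPM in wild type, and at 57 ± 0.164 and 16.9 ± 4.23 CPM in the Pcgf1/2/4 knockout. Pcgf5 fell in the Pcgf3/5 knockout (5.04 ± 0.622 against 11.9 CPM, log2 fold change -1.22 ± 0.26, adjusted p = 0.00731), and Pcgf3 was at 12.1 ± 1.05 against 15.9 CPM. Pcgf5 also fell in the Pcgf1 and Pcgf2/4 knockouts (4.74 ± 0.878 and 4.82 ± 1.49 CPM, adjusted p = 0.00335 and 0.0113), where it was not targeted. In the Pcgf3/5/6 knockout Pcgf3 and Pcgf5 were at 13.6 ± 0.0481 and 15 ± 2.06 CPM, while Pcgf1, not targeted there, fell to 29.7 ± 5.34 CPM (adjusted p = 0.000488). Small edits need not lower a transcript, so levels that stayed near wild type do not check these labels. In the Pcgf6 knockout, Pcgf5 rose from 11.9 to 42.3 ± 2.79 CPM (log2 fold change 1.83 ± 0.23, adjusted p = 3.94e-05).

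The Pcgf6 knockout, which asks what the Pcgf6-containing complex controls, raised genes of the germline. Of 27 measured germline and meiosis genes, 23 rose and 2 fell, both over all genes and adjusted over the list alone (camera adjusted p = 2.02e-18, and adjusted p = 0.0206 with an estimated correlation). Ddx4, an RNA helicase of germ cells, rose from 15.7 to 237 CPM (log2 fold change 3.92 ± 0.18, adjusted p = 1.77e-08). Stra8, a regulator of meiotic entry, rose from 5.87 to 129 CPM (4.46 ± 0.18), and Tdrkh and Slc25a31 reached 142 and 188 CPM. Among 17 measured 2-cell-like state genes, 16 rose and 0 fell (camera adjusted p = 3.75e-16, and adjusted p = 0.0447 with an estimated correlation), with Zfp352 moving from 2.62 to 112 CPM and Arg2 from 5.03 to 95.4 CPM. Members such as the Zscan4 and Usp17le genes are near-identical copies, so their single values are uncertain. Trophoblast genes rose in 12 of 16 cases and fell in 2 (camera adjusted p = 0.000542, and adjusted p = 0.283 with an estimated correlation). Keratin genes Krt7 and Krt19 rose (log2 fold change 4.96 ± 0.35 and 3.06 ± 0.25), while Cdx2, a trophoblast transcription factor, fell from 74.4 to 5.37 CPM. Of 18 measured Hox genes 7 fell and 0 rose (camera adjusted p = 0.00821, and adjusted p = 0.307 with an estimated correlation). The largest rises included Dab2, an endocytic adaptor of primitive endoderm, from 0 counts to 40.5 CPM (at least 95.2-fold), Herc6 at 34.4 CPM (at least 80.9-fold) and Ptpn20 at 33 CPM (at least 77.7-fold). The largest falls included Hnf4a from 19.6 CPM to 0 counts (at least 47-fold), Osm (-6.76 ± 0.53) and Sp5 (-6.71 ± 0.62). Over all genes, 3750 were called higher and 2232 lower.

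**Figure D1:**
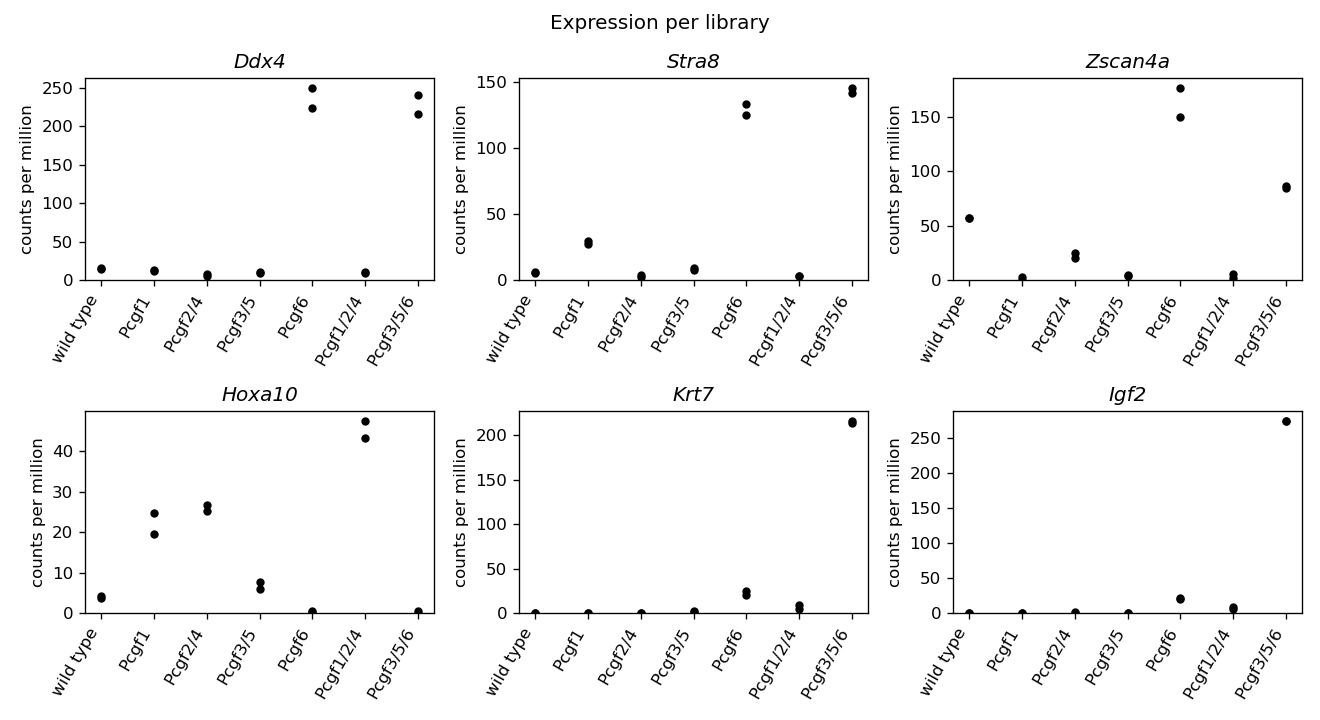
CPM in each RNA library (points, 2 per genotype, linear axes from 0) for 6 of the genes named by the fixed rule, chosen after their values were seen; the 2 wild-type points were counted as 1 sample. Ddx4, Stra8, Zscan4a, Krt7 and Igf2 stand highest in the Pcgf6 and Pcgf3/5/6 knockouts, and Hoxa10 in the Pcgf1, Pcgf2/4 and Pcgf1/2/4 knockouts, where its means are 22.2, 25.9 and 45.3 CPM.

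In the Pcgf3/5/6 knockout the germline list gave the counts seen in the Pcgf6 knockout, 23 higher and 2 lower of 27 (camera adjusted p = 1.25e-13, and adjusted p = 0.0312 with an estimated correlation), with Ddx4 at 228 CPM and Mael, a piRNA pathway gene, at 240 CPM against 22 CPM in wild type. Trophoblast genes rose in 14 of 16 cases and fell in 2 (camera adjusted p = 2.06e-12, and adjusted p = 0.0526 with an estimated correlation). Krt7 rose from 0.709 to 215 ± 1.34 CPM (log2 fold change 8.20 ± 0.33, adjusted p = 8.26e-09), Krt19 reached 283 CPM, and Plac1, a placental gene, rose from 0.778 to 148 CPM. Of 14 primitive endoderm genes 9 rose and 3 fell (camera adjusted p = 0.0139, and adjusted p = 0.393 with an estimated correlation), with Col4a1 at 121 CPM against 8.01 CPM. Neural genes had 7 rises and 1 fall of 10 (camera adjusted p = 0.0181, and adjusted p = 0.144 with an estimated correlation). Of 27 imprinted genes 13 rose and 7 fell, or 14 and 7 adjusted over the list alone (camera adjusted p = 0.0289, and adjusted p = 0.321 with an estimated correlation), among them the growth factor gene Igf2 (0.848 to 274 CPM), H19 (0.78 to 210 CPM) and Cdkn1c (2.55 to 126 CPM), while Plagl1 fell from 98.7 to 5.08 CPM. The 2-cell-like list rose in 15 of 17 cases and fell in 0, or 16 and 0 adjusted over the list alone (camera adjusted p = 1.12e-08, and adjusted p = 0.12 with an estimated correlation). Stra6, Pparg and Epn3 were among the largest rises, at least 92-fold, 68.4-fold and 125-fold, and Gbx2 fell from 62.9 to 12.5 CPM. In all, 3801 genes were higher and 3277 lower, and 10831 were called when only this genotype and the wild type were fitted. The imprinted list was no longer called with the filter of at least 1 CPM in every library of at least 1 genotype, which kept 16187 genes (adjusted p = 0.0548), or with a replicate block (0.064), in a range of 6.17e-05 (fry) to 0.321 over its alternatives.

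Against the Pcgf3/5 knockout, the Pcgf3/5/6 knockout had 4046 genes higher and 3614 lower, with the trophoblast regulators Dlx3 and Hand1 rising from 0 counts to 43.6 and 35.7 CPM (at least 89.3-fold and 73.1-fold) and Slc44a5 falling from 16.4 CPM to 0 counts (at least 16.7-fold). Per the protocols, multiple knockouts were made by editing single knockout clones again, but the labels do not say which clone each came from. Eif2s3y stood at 0.163 and 0.0766 CPM in the Pcgf3/5 and Pcgf6 knockouts and 61.8 CPM in the Pcgf3/5/6 knockout. Ddx3y, also Y-linked, stood at 0.288, 0 and 18.9 CPM in the same order. These values argue against descent of the Pcgf3/5/6 clone from either assayed clone, though no DNA was counted. Contrasts with them may therefore compare unrelated clones and need not show what the further loss adds. Against the Pcgf6 knockout, 2734 were higher and 3917 lower. The largest rise there was Pcgf6 itself (at least 95.1-fold), with Serpinb9d and Serpinb9f, members of a family of similar genes whose single values are uncertain, at 17.5 and 16.2 CPM from 0 counts and Hsf3 falling from 13.5 CPM to 0 counts (at least 13.8-fold). Without replicate 1 of the Pcgf3/5/6 knockout 4412 genes were called against the Pcgf6 knockout.

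Loss of Pcgf1, Pcgf2/4 or all of Pcgf1, Pcgf2 and Pcgf4 was followed by rises of Hox genes, the body axis regulators that Polycomb complexes repress. In the Pcgf1 knockout 7 of 18 measured Hox genes rose and 1 fell over all genes, or 12 and 1 adjusted over the list alone (camera adjusted p = 6.48e-07, and adjusted p = 0.0937 with an estimated correlation). In the Pcgf2/4 knockout 9 rose and 0 fell, or 11 and 0 adjusted over the list alone (camera adjusted p = 3.64e-11, and adjusted p = 0.0754 with an estimated correlation), and in the Pcgf1/2/4 knockout 11 rose and 0 fell (camera adjusted p = 5.39e-08, and adjusted p = 0.0754 with an estimated correlation). Hoxa10 rose from 3.96 to 22.2, 25.9 and 45.3 CPM in the Pcgf1, Pcgf2/4 and Pcgf1/2/4 knockouts (log2 fold change 2.49 ± 0.31, 2.71 ± 0.31 and 3.51 ± 0.32). Hoxd13 went from 0 counts to 5.65 CPM in the Pcgf1/2/4 knockout (at least 13.3-fold). There, 13 of 26 other developmental Polycomb targets rose and 0 fell, or 14 and 2 adjusted over the list alone (camera adjusted p = 1.13e-06, and adjusted p = 0.161 with an estimated correlation), among them Tbx18 (0.568 to 7.43 CPM).

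The Pcgf1 knockout had 1521 genes higher and 2005 lower. Its largest rises included Atp12a (6.79 ± 0.67) and the stress-response factor Atf3 (5.16 ± 0.31), and its falls included Tgfbi (-6.40 ± 0.61). Of 17 2-cell-like genes 16 fell (camera adjusted p = 4.03e-15, and adjusted p = 0.0206 with an estimated correlation), with Zscan4a from 57.2 to 2.04 CPM. Fibroblast genes had 5 falls of 12 (camera adjusted p = 0.00803, and adjusted p = 0.106 with an estimated correlation), S100a6 going from 31.9 to 1.94 CPM, and mesoderm genes 5 falls and 1 rise of 10, or 6 and 1 adjusted over the list alone (camera adjusted p = 0.0422, and adjusted p = 0.418 with an estimated correlation). The mesoderm call was lost with a replicate block (0.0822), with the filter of at least 1 CPM in every library of at least 1 genotype (0.185) and with wild-type libraries kept apart (0.0517), in a range of 0.0051 (fry) to 0.418 over its alternatives. Without replicate 1 of the knockout 2005 genes were called, against 3526 with both, and without replicate 2 the majority turned, with 1545 higher and 994 lower. When only this genotype and the wild type were fitted, 1652 were called (845 higher and 807 lower).

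In the Pcgf2/4 knockout 803 genes were higher and 1469 lower, with Hdx and the neural crest factor Pax3 at 6.11 and 5.22 CPM from 0 counts and Kctd15 and Tktl1 falling to 0 counts (at least 12.7-fold and 10.6-fold). Fibroblast genes fell in 7 of 12 cases and rose in 1, or 7 and 2 adjusted over the list alone (camera adjusted p = 0.00862, and adjusted p = 0.12 with an estimated correlation), mesoderm genes fell in 5 of 10, or 6 with 1 rise adjusted over the list alone (camera adjusted p = 0.00747, and adjusted p = 0.257 with an estimated correlation) and 2-cell-like genes fell in 6 of 17, or 7 adjusted over the list alone (camera adjusted p = 0.00197, and adjusted p = 0.375 with an estimated correlation). Naive pluripotency genes had 3 rises of 21, or 5 adjusted over the list alone (camera adjusted p = 0.00107, and adjusted p = 0.507 with an estimated correlation), led by Dppa3 (25.1 to 54.6 CPM). The 2 libraries of this genotype differed most of all pairs. Without replicate 1 the majority turned (1370 higher and 1321 lower), and 531 genes were called when only this genotype and the wild type were fitted.

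The Pcgf1/2/4 knockout had 1270 genes higher and 2592 lower, with a median log2 fold change of -0.11 over all genes. Fold changes and calls were not corrected for that shift, which may add to the lower calls. Adh1 rose from 0.57 to 41.8 CPM (6.15 ± 0.40) and Amica1 fell from 9.27 CPM to 0 counts (at least 6.27-fold). Of 18 p53 target genes 8 rose and 2 fell, or 11 and 2 adjusted over the list alone (camera adjusted p = 5.04e-05, and adjusted p = 0.0318 with an estimated correlation), among them Pmaip1, a pro-apoptotic gene (76.3 to 249 CPM). Trophoblast genes had 8 rises and 2 falls of 16, or 8 and 3 adjusted over the list alone (camera adjusted p = 0.00252, and adjusted p = 0.323 with an estimated correlation), naive pluripotency genes 5 rises and 1 fall of 21, or 6 and 1 adjusted over the list alone (camera adjusted p = 0.0118, and adjusted p = 0.629 with an estimated correlation) and 2-cell-like genes 11 falls and 1 rise of 17, or 13 and 1 adjusted over the list alone (camera adjusted p = 0.000344, and adjusted p = 0.307 with an estimated correlation). Housekeeping genes also moved here, 5 up and 1 down of 16, or 8 and 2 adjusted over the list alone (camera adjusted p = 0.015, and adjusted p = 0.562 with an estimated correlation), with Gapdh from 89.3 to 279 CPM. Calls came to 1847 and 1800 without replicate 1 or 2 of the knockout, to 7899 when only this genotype and the wild type were fitted, and with DESeq2 to 1621 higher and 1720 lower. Against the Pcgf2/4 knockout, to which the relation of this clone is likewise not stated, 1647 genes were higher and 2590 lower, and against the Pcgf1 knockout 2760 and 3221. H19 and Kctd15 rose against the Pcgf2/4 knockout from 0 counts to 10.7 and 16.2 CPM, and Tbx15 against the Pcgf1 knockout from 0 counts to 9.28 CPM. Without replicate 1 or 2 of the Pcgf1/2/4 knockout calls came to 2419 and 2284 against Pcgf2/4 and to 3311 and 3269 against Pcgf1, and to 3591 against Pcgf1 without Pcgf1 replicate 1. Without Pcgf2/4 replicate 2 the majority against Pcgf2/4 turned, with 1690 higher and 1511 lower, as it did with these 2 genotypes fitted alone (1528 and 1413), and against Pcgf1 with DESeq2 (2917 and 2753).

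In the Pcgf3/5 knockout 1207 genes were higher and 949 lower. Germline genes rose in 10 of 27 cases and fell in 3, or 12 and 4 adjusted over the list alone (camera adjusted p = 0.0455, and adjusted p = 0.375 with an estimated correlation), with Piwil2 from 15.8 to 68.3 CPM, and Mael falling from 22 to 5.33 CPM. Imprinted genes had 7 rises of 27, or 10 with 1 fall adjusted over the list alone (camera adjusted p = 0.00752, and adjusted p = 0.257 with an estimated correlation), led by Grb10 (41.8 to 129 CPM). The 2-cell-like list had 11 falls and 1 rise of 17, or 14 and 1 adjusted over the list alone (camera adjusted p = 6.66e-13, and adjusted p = 0.0526 with an estimated correlation) and mesoderm genes 4 falls of 10, or 5 adjusted over the list alone (camera adjusted p = 0.00821, and adjusted p = 0.307 with an estimated correlation). P2rx3 rose from 0.638 to 41 CPM and Serpina3h from 0 counts to 7.72 CPM. Calls fell to 1059 and 1292 without replicate 1 or 2 of the knockout. The germline list was no longer called without wild-type replicate 2 (adjusted p = 0.0603) or with the filter of at least 1 CPM in every library of at least 1 genotype (0.0581, with 0.00837 by fry to 0.375 over its alternatives), and with the 2 wild-type libraries kept apart 3333 genes were called.

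Lists of PRC1 and PRC2 subunits and of formative and primed pluripotency genes had no called camera test in any of the 6 knockouts. Their called members included Phf19 (0.636 to 11.6 CPM) in the Pcgf3/5/6 knockout, and Lef1 (66.7 to 7.95 CPM) in the Pcgf6 knockout. Of 5 measured Y-linked genes 4 fell in the Pcgf1, Pcgf2/4, Pcgf3/5, Pcgf6 and Pcgf1/2/4 knockouts, and in the Pcgf3/5/6 knockout 3 fell while Usp9y rose from 0 counts to 4.5 CPM. Camera adjusted p was 8.11e-09, 3.65e-09, 6.09e-12, 1.09e-06 and 4.74e-06 in the first 5 (adjusted p = 0.0318, 0.0312, 0.0206, 0.0312 and 0.0318 with an estimated correlation) and 0.0422 in the Pcgf3/5/6 knockout (adjusted p = 0.211 with an estimated correlation). The call in Pcgf3/5/6 was lost with a replicate block (0.0703) and with the filter of at least 1 CPM in every library of at least 1 genotype (0.0523), in a range of 4.27e-05 (fry) to 0.211 over its alternatives. Ddx3y went from 102 CPM to 0 counts in the Pcgf6 knockout (at least 244-fold) and stood at 15.2 and 18.9 CPM in the Pcgf1/2/4 and Pcgf3/5/6 knockouts.

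**Figure D2:**
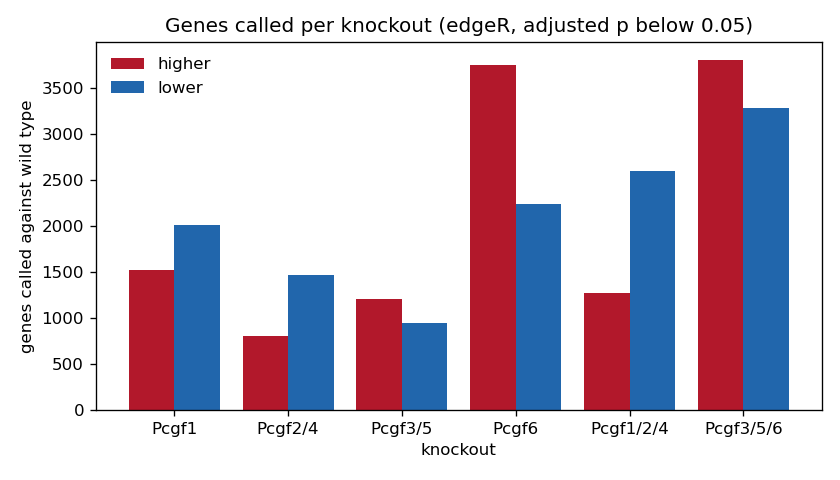
Genes called higher (red bars) or lower (blue bars) against wild type in each knockout, by edgeR at an adjusted p below 0.05; the vertical axis counts genes. The Pcgf3/5/6 knockout has 3801 and 3277, the Pcgf3/5 knockout 1207 and 949.

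Called genes overlapped between the knockouts. The Pcgf1 and Pcgf2/4 knockouts shared 326 genes called higher and 632 called lower, where independent lists would share 79 and 190 (Fisher's exact adjusted p = 8.27e-127 and 2.53e-205, adjusted over 12 tests). Pcgf3/5 and Pcgf6 shared 759 higher and 282 lower, where independent lists would share 293 and 137, with 323 opposite. Pcgf1 and Pcgf6 shared 1161 in the same direction and 701 in opposite directions, and Pcgf2/4 and Pcgf6 shared 757 and 521. All comparisons share the wild type. Simulated unchanged groups shared at most 1 call in 20 data sets, but such groups have few calls to share. That count therefore cannot show how much of the excess comes from the shared control, and part of it may. The simulation also gave all genotypes 1 common spread per gene, unlike the data. Covariances of fold changes across genes were 0.738 for Pcgf1 with Pcgf2/4 (0.0698 simulated) and 0.291 for Pcgf2/4 with Pcgf6 (0.07 simulated), with correlations across genes of 0.443 and 0.121 against 0.525 and 0.536 simulated. The remaining pairs shared 899 (Pcgf1 and Pcgf3/5) and 528 (Pcgf2/4 and Pcgf3/5) in the same direction.

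The authors' deposited table for the Pcgf6 knockout marked 2009 genes as up and 338 as down, at a log2 fold change of at least 2. For the Pcgf3/5/6 knockout the authors' deposited table gave 2176 and 334. Fold changes in the authors' deposited table and here correlated across genes, which are not independent replicates, at 0.946 (Pcgf1/2/4) to 0.999 (Pcgf6). The Pcgf6 columns carry different clone numbers in the count table and in the authors' table, and which clone they hold is not resolved.

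Peak lists were compared by overlap, as the percent of reference peaks sharing at least 1 base pair with a peak of the other list, with Clopper-Pearson 95% intervals over peaks. Each list comes from 1 library except where stated, so no difference between lists has a replicate check, and list length follows depth and enrichment, which are unknown. Peak heights and q-values are the authors'.

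Each Pcgf antibody lost most peaks in its own knockout. Of 736 wild-type Pcgf1 peaks 1.36% (0.653 to 2.48) overlapped a peak in the Pcgf1 knockout, or 2.7% with stricter peaks (−log10 q of at least 10). The share was 14.2% (13.2 to 15.3) of 4472 Pcgf2 peaks in the Pcgf2/4 knockout, 8.97% (5.56 to 13.5) of 223 Pcgf3 peaks in the Pcgf3/5 knockout and 25.6% (23.7 to 27.7) of 1868 Pcgf6 peaks in the Pcgf6 knockout. Peaks that persisted in the antigen's own knockout were not removed from the overlap shares and motif counts below. In knockouts of other Pcgf genes, Pcgf2 peaks were retained at 80.4% (Pcgf1), 65.6% (Pcgf3/5) and 96.1% (Pcgf6), and Pcgf6 peaks at 90.7%, 97.8% and 57.4% (Pcgf1, Pcgf2/4 and Pcgf3/5). Pcgf1 peaks were retained at 78.4%, 18.9% and 86.1% (Pcgf2/4, Pcgf3/5 and Pcgf6), the low value from a list of 214 peaks. Pcgf3 peaks were retained at 26.9%, 46.6% and 90.1% (Pcgf1, Pcgf2/4 and Pcgf6).

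In wild type, most Pcgf1 and Pcgf2 peaks overlapped Ring1b and Suz12 peaks. Of Pcgf1 peaks 93.6% overlapped Ring1b, 94.7% Suz12, a PRC2 subunit, and 77.9% H3K27me3, and of Pcgf2 peaks 82%, 81.6% and 57.2%, the last falling to 36.3% with stricter peaks. H2AK119Ub1, from a list of 1741 peaks, overlapped 27.7% of Pcgf1 and 16.3% of Pcgf2 peaks, the latter 5.12% with stricter peaks and 4.32% with at least 50% covered. Pcgf6 peaks overlapped Ring1b at 46.4% and Suz12 at 33.7%, and Pcgf3 peaks at 22% and 13.5%. Pcgf3 peaks overlapped Usf1, an E-box-binding factor, at 91.9% (87.5 to 95.1), against 0.897% after a shift by 100 kb. H3K4me3 overlapped 74.8% to 89.1% of the 4 lists, and H3K36me3 0.827% to 8.97%, where Pcgf peaks shifted by 100 kb overlapped H3K36me3 at 7.2% to 8.52%.

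**Figure D3:**
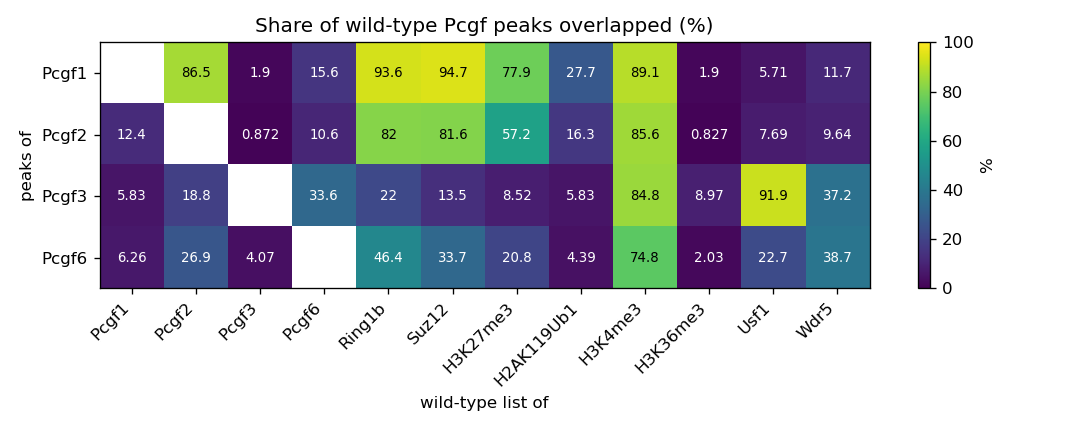
Percent of wild-type peaks of each Pcgf antibody (rows) that share at least 1 base pair with the wild-type list of each other antibody (columns); colour and printed numbers both give the percent. The Pcgf3 row stands out for Usf1 at 91.9%, and the Pcgf1 row for Suz12 at 94.7%.

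The E-box CACGTG lay within 100 bp of the summit of 82% (76.3 to 86.9) of 217 Pcgf3 peaks against 4.61% in windows 1 kb upstream (exact McNemar adjusted p = 9.14e-49, adjusted over 12 tests), and of 20.9% of Pcgf6 peaks against 2.9% (adjusted p = 6.38e-68 by the exact test). At Pcgf1 peaks it was at 3.67% against 4.22% (exact McNemar adjusted p = 0.689), and at Pcgf2 peaks at 5.3% against 3.35% (exact McNemar adjusted p = 8.68e-06). Usf1 peaks held it at 74.7% against 3.3%, and Wdr5 peaks at 13.5% against 3.37%. The E2F6-type site TTCCCGC was at 7.51% of Pcgf6 summits against 1.45% (exact McNemar adjusted p = 1.26e-19), and also above control at Wdr5 (8.71% against 1.34%), Pcgf3 (6.91% against 0.922%, a call lost with stricter peaks), Pcgf2 (5.23% against 1.9%) and Usf1 (2.78% against 0.901%). At Pcgf1 peaks it was at 3.95% against 3.27% (exact McNemar adjusted p = 0.628). Among the Pcgf3 peaks with the highest q were peaks 24 bp from a start of Atp6v0b and 116 bp from a start of Cdk4. The Pcgf6 peak with the highest q lay on chromosome 2 (119372555 to 119373280, NCBIM37), 99 bp from a start of Exd1 and inside that gene. For Pcgf2 it was on chromosome 9 (44689328 to 44689863), 136 bp from Mll1, and for Pcgf1 on chromosome X (166434986 to 166435898) inside Mid1.

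After loss of Ring1a/b, peaks of the line with floxed Ring1b were retained at 7.33% (6.89 to 7.8) for Pcgf1, 2.89% (2.39 to 3.47) for Pcgf2, 35.2% (26.8 to 44.4) for Pcgf3 and 53.2% (51 to 55.2) for Pcgf6. The Pcgf1 share was 1.27% with stricter peaks and 2.23% with at least 50% of a peak covered. The lists after the loss held 1091, 662, 84 and 1642 peaks, against 12735, 3904, 122 and 2222 before it. List length thus limits these shares, most of all for Pcgf1, where 6.4% of the peaks after the loss lay outside the reference list. For Pcgf2 82.9% lay outside it, so list length alone does not set the Pcgf2 share. After loss of Ezh1/2, the PRC2 enzymes, wild-type Pcgf2 peaks were retained at 3.4% (2.89 to 3.97), or 2.07% with stricter peaks, and Pcgf1 peaks at 90.4% (88 to 92.4). The Ezh1/2 lists held 163 Pcgf2 peaks against 4472 in wild type, and 4150 Pcgf1 peaks against 736. List length thus limits the Pcgf2 share but not the Pcgf1 share, and with 1 library each its cause cannot be told. The Pcgf6 peaks of the control short hairpin, 7451 in all, were retained at 5.45% in the sample labelled shMGA, 8.04% in shMGAdHLH, 7.19% in shE2F6 and 4.31% in the combination, whose lists of 468, 733, 557 and 355 peaks cap these shares. With wild-type Pcgf6 peaks as reference they were 17.9%, 25.2%, 26.1% and 15.3%. In the Pcgf6 knockout itself 25.6% (23.7 to 27.7) of wild-type Pcgf6 peaks were retained, so these shares lie near or below that background. Of only 44 Pcgf3 peaks in the control, 9.09% (2.53 to 21.7) were retained with shUsf1 and 4.55% (0.555 to 15.5) with shUsf2, from lists of 11 and 5 peaks, and 0.0% in both with stricter peaks.

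Ring1b peaks, 5454 in wild type, were retained at 82.5% in the Pcgf1 knockout, 70.6% in Pcgf2/4, 82.5% in Pcgf3/5 and 75.9% in Pcgf6. In the Pcgf1/2/4 knockout the replicates gave 23.8% and 20.1% (mean 22%, or 15% with stricter peaks and 10.6% with at least 50% of a peak covered), and in the Pcgf3/5/6 knockout the share was 46.8% (45.5 to 48.1). Wild-type H2AK119Ub1 peaks, 1741 in number, were retained at 23.7% and 16.6% in the 2 Pcgf1/2/4 replicates and at 88% (86.4 to 89.5) in the Pcgf3/5/6 knockout. H3K27me3 peaks were retained at 24.4% (23.5 to 25.4) and 81.8% (80.9 to 82.6) in these knockouts, and Suz12 peaks at 66.5% and 70%. The Pcgf1/2/4 lists held 2202 and 1070 H2AK119Ub1 peaks and 3918 H3K27me3 peaks, the Pcgf3/5/6 lists 14353 and 14126. List length may therefore set part of these 2 contrasts. The Suz12 lists were of like length (5427 and 5364). The H3K27me3 share in the Pcgf1/2/4 knockout was 10.8% with stricter peaks and 15% with at least 50% covered. The H3K27me3 list of the Pcgf2/4 knockout and the H2AK119Ub1 lists of the Pcgf2/4 and Pcgf3/5 knockouts held 112110, 121944 and 128786 peaks, and shifting by 100 kb left 18.7%, 22.2% and 20.6% overlap, so their values are not comparable with the rest. Across the other 4 knockouts H3K27me3 retention ran from 62.4% (Pcgf6) to 95.3% (Pcgf2/4), Suz12 from 78.1% to 91.8% and H2AK119Ub1 from 74.1% to 95.2%; the highest H3K27me3 and H2AK119Ub1 values come from those long lists. H3K4me3 and H3K36me3 peaks were retained at 82.5% to 87.4% and 83.3% to 93.5%, where shifting by 100 kb left 9.45% to 10.9% and 14.1% to 16.7%. At Gata6 and Pax6, Ring1b had 2 and 6 peaks in wild type, 2 and 3 in Pcgf1/2/4 replicate 1, and 1 and 1 in replicate 2. At the Hoxd cluster (chromosome 2, 74506367 to 74603200) Ring1b had 21 peaks in wild type and 7 and 5 in the Pcgf1/2/4 replicates, and H3K27me3 went from 47 to 8. Suz12 had 23 in wild type and 24 there. At Ddx4 and Mael a Ring1b peak was listed in wild type and in the Pcgf1, Pcgf2/4, Pcgf3/5 and Pcgf1/2/4 knockouts and in neither the Pcgf6 nor the Pcgf3/5/6 list.

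**Figure D4:**
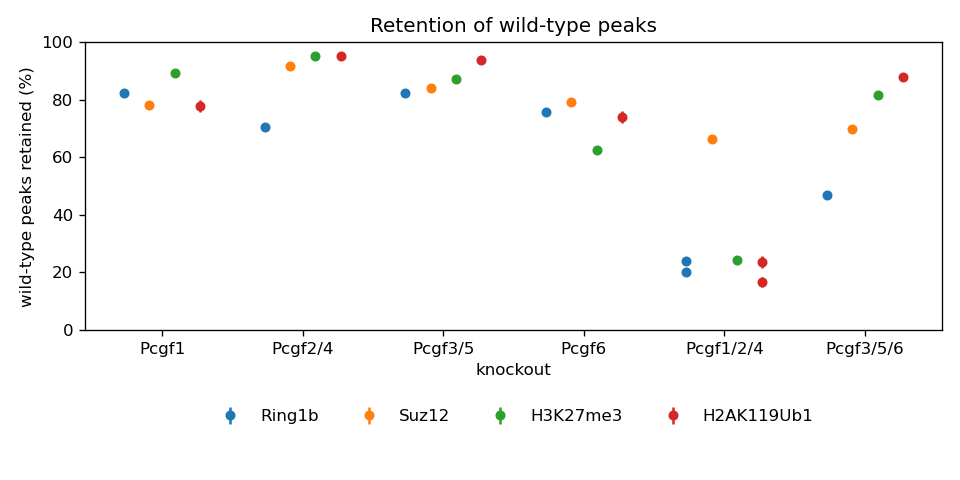
Percent of wild-type peaks (vertical axis, 0 to 100) retained in each knockout for Ring1b, Suz12, H3K27me3 and H2AK119Ub1; points are libraries and bars Clopper-Pearson 95% intervals, mostly smaller than the points. The Pcgf1/2/4 knockout is lowest for Ring1b (23.8% and 20.1%) and for H3K27me3 (24.4%), with Suz12 at 66.5%.

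Genes with a Pcgf6 peak within 2 kb of a start, after removal of peaks also called in the Pcgf6 knockout, were called higher in that knockout in 35.7% of 911 cases against 23.3% of unbound genes (2-sided Fisher's exact test, odds ratio 1.82, adjusted p = 1.39e-15, adjusted over 20 tests) and lower in 8.45% against 14.9% (odds ratio 0.526, exact adjusted p = 2.27e-08). Pcgf1-bound genes were higher in the Pcgf1 knockout at 18.8% against 9.66% (odds ratio 2.17, exact adjusted p = 4.69e-07), a call lost with stricter peaks (odds ratio 2.15), and among calls of at least 2-fold they were also called lower (odds ratio 1.87). Pcgf2-bound genes were lower in the Pcgf2/4 knockout at 18% against 8.64% (odds ratio 2.33, exact adjusted p = 3e-27), and higher at 5.87% against 5.03% (exact adjusted p = 0.191), where calls of at least 2-fold passed (odds ratio 1.82). For 171 Pcgf3-bound genes neither direction passed (odds ratio 0.569 for higher and 1.16 for lower, exact adjusted p = 0.189 and 0.628), while among calls of at least 2-fold fewer were higher than among unbound genes (odds ratio 0.27, past the threshold). Ring1b-bound genes were higher at 53.2% against 19.5% in the Pcgf3/5/6 knockout (odds ratio 4.68) and at 42.5% against 20.5% in the Pcgf6 knockout (odds ratio 2.87), and lower at 20% against 7.65% in the Pcgf2/4 knockout (odds ratio 3.01). They were also higher in Pcgf2/4 (odds ratio 1.27, exact adjusted p = 0.0185, a call lost with stricter peaks) and in Pcgf1/2/4 (11.9% against 7.56%, odds ratio 1.65), and both higher and lower in Pcgf1 (odds ratios 2.23 and 1.48) and Pcgf3/5 (2.33 and 1.82). In Pcgf3/5/6 fewer were lower (odds ratio 0.364), and in Pcgf6 lower calls did not pass (odds ratio 0.92, exact adjusted p = 0.235), but turned to 1.68 at 2-fold or more. In the Pcgf1/2/4 knockout they were lower at 12.6% against 17.5% (odds ratio 0.677, exact adjusted p = 2.72e-09), which turned to an odds ratio of 1.16 among calls of at least 2-fold. Tested genes had passed a count filter over all genotypes, so a gene silent in wild type entered only if it was expressed in a knockout. Silent genes that stayed silent were left out, with 18 of 39 Hox genes and 26 of 56 other developmental targets measured. This favours higher calls, and its effect on the contrast of bound with unbound genes was not tested. With no peaks removed, a Pcgf6 peak lay within 2 kb of 25 of 27 annotated germline genes, and a Pcgf2 peak near 35 of 39 Hox genes and 52 of 56 other developmental targets. Among the 14341 tested genes, 911 (Pcgf6) and 1568 (Pcgf2) had one after removal. Near germline genes Wdr5 and Ring1b had 22 and 19 of 27, and Pcgf1, Pcgf2 and Suz12 had 0, 3 and 6. Near Hox genes Ring1b, Suz12 and H3K4me3 had 35, 36 and 38 of 39, and Pcgf1 and Pcgf6 had 8 and 7.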

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

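The alternative with the wild-type libraries kept apart was chosen after seeing the data; the others were fixed before the data were examined. Where a value moved and no sentence gives a reason, the cause was not tested.

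The number of genes called in the Pcgf6 knockout stayed within 1.5 times under each alternative run. Fitting only the 2 groups compared gave 1652 (Pcgf1), 531 (Pcgf2/4), 7899 (Pcgf1/2/4) and 10831 (Pcgf3/5/6) calls. With the 2 wild-type libraries kept apart the count was 3333 (Pcgf3/5). Stricter thresholds call fewer genes by construction: an adjusted p below 0.01 gave 1820 (Pcgf1), 949 (Pcgf2/4), 936 (Pcgf3/5), 1857 (Pcgf1/2/4), 2385 (Pcgf1/2/4 against Pcgf2/4), 3362 (Pcgf1/2/4 against Pcgf1) and 4431 (Pcgf3/5/6 against Pcgf6), and a change of at least 2-fold gave 2136 (Pcgf1), 2135 (Pcgf1/2/4), 4583 (Pcgf3/5/6), 2181 (Pcgf1/2/4 against Pcgf2/4), 2948 (Pcgf1/2/4 against Pcgf1), 4563 (Pcgf3/5/6 against Pcgf3/5) and 3460 (Pcgf3/5/6 against Pcgf6). Leaving out 1 library at a time, where a group left with 1 library is assumed to vary like the others, gave 2005 to 2993 (Pcgf1), 1779 to 3391 (Pcgf2/4), 1059 to 1716 (Pcgf3/5), 4450 to 5568 (Pcgf6), 1800 to 3619 (Pcgf1/2/4), 5416 to 6666 (Pcgf3/5/6), 3269 to 6051 (Pcgf1/2/4 against Pcgf1), 2284 to 6255 (Pcgf1/2/4 against Pcgf2/4), 5849 to 6407 (Pcgf3/5/6 against Pcgf3/5) and 4412 to 4715 (Pcgf3/5/6 against Pcgf6) calls. The majority turned to higher in Pcgf1 with the 2 groups fitted alone (845 higher, 807 lower) and without Pcgf1 replicate 2 (1545, 994), in Pcgf2/4 without Pcgf2/4 replicate 1 (1370, 1321), in Pcgf1/2/4 against Pcgf2/4 with the 2 groups alone (1528, 1413) and without Pcgf2/4 replicate 2 (1690, 1511), and in Pcgf1/2/4 against Pcgf1 with DESeq2 (2917, 2753). Under the other alternatives run each majority stayed. Genes shared in direction at 2-fold numbered 602 (Pcgf1 and Pcgf2/4), 659 (Pcgf1 and Pcgf6) and 467 (Pcgf2/4 and Pcgf6).

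Replicate differences of 21 pairs of groups correlated across genes between -0.462 and 0.375, with 3 over 0.1. These 3 were among Pcgf1, Pcgf3/5 and Pcgf6 (0.375, 0.22 and 0.199). Each of these genotypes correlated negatively with Pcgf2/4 (-0.462, -0.397 and -0.239). The deeper library was replicate 1 in Pcgf1, Pcgf3/5 and Pcgf6, and replicate 2 in Pcgf2/4. A factor shared between these libraries, such as depth, was not tested and is not excluded, but replicate number does not follow it. With replicate number as a block no count moved by over 1.5 times.

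List calls numbered 36 at the preset correlation, 10 with an estimated correlation, and 55 with fry, which does not compare a list with other genes. No list call changed with DESeq2 size factors or without wild-type replicate 1. The mesoderm list in the Pcgf1 knockout had an adjusted p of 0.185 with the filter of at least 1 CPM in every library of at least 1 genotype, which kept 16187 genes against 15464, 0.0822 with the block and 0.0517 with wild-type libraries kept apart (0.0051 with fry to 0.418 with an estimated correlation over its alternatives, the ranges that follow being between the same settings). In the Pcgf3/5/6 knockout imprinted genes had 0.0548 with that filter and 0.064 with the block (6.17e-05 to 0.321), and Y-linked genes 0.0523 and 0.0703 (4.27e-05 to 0.211). Germline genes in the Pcgf3/5 knockout had 0.0581 with the filter and 0.0603 without wild-type replicate 2 (0.00837 to 0.375). Gained were primitive endoderm genes in the Pcgf6 knockout with the filter (0.0325, range 0.00107 to 0.507), and lower p53 targets in the Pcgf3/5 knockout with wild-type libraries kept apart (0.0445) or without wild-type replicate 2 (0.0465, range 0.000338 to 0.211).

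Of the values of named genes under alternatives, 4870 kept their side of the threshold or had no adjusted p. Direction was checked only where a call was made. Another 187 kept direction and lost the call, and 14 gained it.

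With only peaks of −log10 q of at least 10, retained shares changed as follows. Pcgf1 peaks were at 2.7% (Pcgf1), 83.8% (Pcgf2/4), 75.7% (Pcgf6), 1.27% (Ring1a/b double) and 87.8% (Ezh1/2). Pcgf2 peaks were at 12.8% (Pcgf2/4), 2.12% (Ring1a/b double) and 2.07% (Ezh1/2). Pcgf3 peaks were at 36% (Pcgf2/4), 0.0% (shUsf1) and 0.0% (shUsf2). Pcgf6 peaks were at 94.2% (Pcgf1), 33.8% (Pcgf6), 62.1% (Ring1a/b double), 6.37% (shMGA), 6.55% (shMGAdHLH) and 5.79% (shE2F6). Ring1b peaks were at 83.7% (Pcgf1), 62.5% (Pcgf2/4) and 15% (Pcgf1/2/4). Suz12 peaks were at 76.9% (Pcgf1), 59.9% (Pcgf1/2/4) and 68.5% (Pcgf3/5/6). H3K27me3 peaks were at 92.8% (Pcgf1), 98.5% (Pcgf2/4), 93.1% (Pcgf3/5), 49.5% (Pcgf6), 10.8% (Pcgf1/2/4) and 89.2% (Pcgf3/5/6). H2AK119Ub1 peaks were at 83.3% (Pcgf1), 96.7% (Pcgf2/4), 97.8% (Pcgf3/5), 71.5% (Pcgf6) and 93% (Pcgf3/5/6). H3K4me3 peaks were at 88.9% (Pcgf1), 89.1% (Pcgf2/4), 87.6% (Pcgf3/5) and 84.6% (Pcgf6). H3K36me3 peaks were at 95.3% (Pcgf1), 87.4% (Pcgf2/4), 95.1% (Pcgf3/5) and 89.8% (Pcgf6). In wild type, Pcgf1 peaks overlapped others at 91.9% (Pcgf2), 10.8% (Pcgf3), 21.6% (Pcgf6), 95.9% (Ring1b), 73% (H3K27me3), 24.3% (H2AK119Ub1), 12.2% (H3K36me3), 13.5% (Usf1) and 18.9% (Wdr5). Pcgf2 peaks overlapped others at 1.8% (Pcgf1), 0.599% (Pcgf3), 5.5% (Pcgf6), 36.3% (H3K27me3), 5.12% (H2AK119Ub1) and 3.68% (Wdr5). Pcgf3 peaks overlapped others at 29.6% (Wdr5). Pcgf6 peaks overlapped others at 1.44% (Pcgf1), 19.9% (Pcgf2), 41.1% (Ring1b), 25.8% (Suz12), 9.95% (H3K27me3), 2.01% (H2AK119Ub1), 68.2% (H3K4me3) and 27.6% (Wdr5).

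With at least 50% of a peak covered, retained shares changed as follows. Pcgf1 peaks were at 15.9% (Pcgf3/5) and 2.23% (Ring1a/b double). Pcgf2 peaks were at 78.2% (Pcgf1) and 60.9% (Pcgf3/5). Pcgf6 peaks were at 54.7% (Pcgf3/5), 49.8% (Ring1a/b double), 5.44% (shMGAdHLH), 4.15% (shE2F6) and 3.31% (shE2F6-MGAdHLH). Ring1b peaks were at 77.9% (Pcgf1), 57.1% (Pcgf2/4), 77.3% (Pcgf3/5), 73.2% (Pcgf6), 10.6% (Pcgf1/2/4) and 37.5% (Pcgf3/5/6). Suz12 peaks were at 73.6% (Pcgf1), 90.6% (Pcgf2/4), 79.9% (Pcgf3/5), 76.9% (Pcgf6), 54.4% (Pcgf1/2/4) and 65.9% (Pcgf3/5/6). H3K27me3 peaks were at 87% (Pcgf1), 91.2% (Pcgf2/4), 82.5% (Pcgf3/5), 52.6% (Pcgf6), 15% (Pcgf1/2/4) and 79.7% (Pcgf3/5/6). H2AK119Ub1 peaks were at 74% (Pcgf1), 88.7% (Pcgf2/4), 88.3% (Pcgf3/5) and 71.8% (Pcgf6). H3K4me3 peaks were at 85.4% (Pcgf1), 85.4% (Pcgf2/4), 84.4% (Pcgf3/5) and 79.3% (Pcgf6). H3K36me3 peaks were at 91.8% (Pcgf1), 81.1% (Pcgf2/4), 91.4% (Pcgf3/5) and 84.5% (Pcgf6). In wild type, Pcgf1 peaks overlapped others at 10.6% (Pcgf6), 20.4% (H2AK119Ub1), 82.9% (H3K4me3), 2.17% (Usf1) and 8.42% (Wdr5). Pcgf2 peaks overlapped others at 3.38% (Pcgf1), 4.38% (Pcgf6), 45.6% (H3K27me3), 4.32% (H2AK119Ub1), 75.7% (H3K4me3), 2.93% (Usf1) and 5.12% (Wdr5). Pcgf6 peaks overlapped others at 4.44% (Pcgf1), 3.16% (Pcgf3), 16% (H3K27me3), 1.12% (H2AK119Ub1), 69.8% (H3K4me3), 18% (Usf1) and 35.1% (Wdr5). With wild-type peaks as reference, Pcgf6 peaks were retained at 17.9% (shMGA), 25.2% (shMGAdHLH), 26.1% (shE2F6) and 15.3% (shE2F6-MGAdHLH), beside 25.6% in the Pcgf6 knockout itself. Without 1 replicate, retention in the Pcgf1/2/4 knockout was 20.1% to 23.8% for Ring1b and 16.6% to 23.7% for H2AK119Ub1. The Pcgf1/2/4 knockout stayed below the Pcgf3/5/6 knockout for Ring1b, Suz12, H3K27me3 and H2AK119Ub1 under both alternatives. Neither alternative makes the lists equal in length. The Pcgf1/2/4 lists held fewer peaks for Ring1b (2051 and 1814 against 3068), H3K27me3 (3918 against 14126) and H2AK119Ub1 (2202 and 1070 against 14353). For Suz12 the lengths were alike (5427 against 5364).

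Among calls of at least 2-fold, odds ratios passed the threshold for Pcgf1-bound genes lower in Pcgf1 (1.87), Pcgf2-bound genes higher in Pcgf2/4 (1.82) and Pcgf3-bound genes higher in Pcgf3/5 (0.27), and turned above 1 for Ring1b-bound genes lower in Pcgf6 (1.68) and Pcgf1/2/4 (1.16). With stricter peaks the odds ratios of Pcgf1-bound genes higher in Pcgf1 (2.15) and Ring1b-bound genes higher in Pcgf2/4 (1.19), and the E2F6-type site at Pcgf3 peaks (5.69%), lost the call.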

Other observations

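The tests of the loss of the Y chromosome, of a looser calling threshold and of a library of Suz12 or Ring1b were chosen after the results were seen.

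Y-linked transcripts were lower in the Pcgf1, Pcgf2/4, Pcgf3/5, Pcgf6 and Pcgf1/2/4 knockouts, with Eif2s3y and Uty at 0.323% or less of wild type in each. The median of other genes of like level, at least 92.4% of wild type, cannot test lower depth, since CPM are scaled to library size. Replicate 1 of Pcgf1, Pcgf3/5 and Pcgf6 and replicate 2 of Pcgf2/4 held 7099900 to 7848161 counts, against 6827571 and 6967931 in wild type. Their Eif2s3y counts were 0 to 3, against 860 and 868, and their Uty counts 0 or 1, against 352 and 321. These counts argue against lower depth in these libraries. The remaining libraries of the 5 knockouts were shallower than wild type and are not covered. Loss of the Y chromosome in nearly all cells of each clone may explain the pattern, but Ddx3y stood at 12.9% in the Pcgf1/2/4 and 9.41% in the Pcgf2/4 knockout, and no DNA copies were counted, so this stays open. Percents of Y-linked genes here and below use CPM without TMM factors, with which the Pcgf1/2/4 value is higher. H3K4me3 peaks on chromosome Y numbered 3 in wild type, 0 in Pcgf1 and Pcgf3/5 and 1 in Pcgf2/4 and Pcgf6, too few to decide. Each genotype is a single clone, so an effect of the knockout stays open too.

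In the Pcgf3/5/6 knockout Ddx3y, Eif2s3y and Uty were at 18.3%, 50% and 3.74% of wild type. Loss of the Y chromosome in a share of the cells would lower these alike, and the highest over the lowest percent was 13.4, which argues against it as the whole cause. No biological explanation was tested.

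The H3K27me3 list of the Pcgf2/4 knockout and the H2AK119Ub1 lists of the Pcgf2/4 and Pcgf3/5 knockouts held 112110, 121944 and 128786 peaks. A looser calling threshold as the whole cause is argued against, since among peaks with a −log10 q of at least 10 each held at least 31.9 times as many as the wild-type list of its antibody. Those wild-type lists held only 2733 (H3K27me3) and 270 (H2AK119Ub1) such peaks, so the ratio also reflects weak references. The lowest −log10 p was 10 in the long lists and in the wild-type lists alike. A library of the H3K4me3 or H3K36me3 antibody under the label is argued against too, since at least 93.9% of the named antibody's wild-type peaks lay in each list, against 26.8% to 55.6% of H3K4me3 peaks and 1.35% to 9.18% of H3K36me3 peaks. A library of Suz12 or Ring1b cannot be told apart: their wild-type peaks lay at 98.4% and 98.1% in the H2AK119Ub1 list of the Pcgf3/5 knockout, 84.5% and 83.5% in that of the Pcgf2/4 knockout and 96.1% and 93.3% in the H3K27me3 list, where the named antibody had 93.9%, 95.2% and 95.3%. Depth and enrichment were not tested, and with 1 library each a difference of the genotype stays open.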
